# Widespread parainflammation in human cancer

**DOI:** 10.1186/s13059-016-0995-z

**Published:** 2016-07-08

**Authors:** Dvir Aran, Audrey Lasry, Adar Zinger, Moshe Biton, Eli Pikarsky, Asaf Hellman, Atul J. Butte, Yinon Ben-Neriah

**Keywords:** Inflammation, Parainflammation, p53 mutations, NSAID treatment, Cancer prevention, Genomics

## Abstract

**Background:**

Chronic inflammation has been recognized as one of the hallmarks of cancer. We recently showed that parainflammation, a unique variant of inflammation between homeostasis and chronic inflammation, strongly promotes mouse gut tumorigenesis upon p53 loss. Here we explore the prevalence of parainflammation in human cancer and determine its relationship to certain molecular and clinical parameters affecting treatment and prognosis.

**Results:**

We generated a transcriptome signature to identify parainflammation in many primary human tumors and carcinoma cell lines as distinct from their normal tissue counterparts and the tumor microenvironment and show that parainflammation-positive tumors are enriched for p53 mutations and associated with poor prognosis. Non-steroidal anti-inflammatory drug (NSAID) treatment suppresses parainflammation in both murine and human cancers, possibly explaining a protective effect of NSAIDs against cancer.

**Conclusions:**

We conclude that parainflammation, a low-grade form of inflammation, is widely prevalent in human cancer, particularly in cancer types commonly harboring p53 mutations. Our data suggest that parainflammation may be a driver for p53 mutagenesis and a guide for cancer prevention by NSAID treatment.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0995-z) contains supplementary material, which is available to authorized users.

## Background

Inflammation is one of the enabling hallmarks of cancer [1] and it has been estimated that approximately 20 % of cancers are caused by chronic inflammation [2, 3]. Tumor-promoting inflammation can contribute to various stages of tumor development, from tumor initiation to metastasis [4]. We recently developed and characterized a mouse model of intestinal cancer based on tissue-specific ablation of *CKIα* [5, 6]. Inducible ablation of *CKIα* in the gut epithelium has several immediate consequences, Wnt activation due to stabilization of β-catenin, induction of DNA damage response with robust p53 activation, and elicitation of a low-grade inflammatory response in the epithelium. This inflammatory reaction, which is detected by mRNA and protein analysis of the gut epithelial cells, is an atypical one, having a relatively low secretory component and, conspicuously, is not accompanied by a typical inflammatory cell infiltrate in *CKIα*-deficient mucosa. We coined this low-grade inflammatory reaction “parainflammation” (PI) based on its relationship to a term defined by Medzhitov: a low-grade inflammatory response at an intermediate state between tissue homeostasis and classic inflammation which can be induced by persistent tissue stress, serving to restore tissue homeostasis [7]. It has been proposed that PI could play a role in several conditions, such as aging and obesity [8]. In contrast to “classic” inflammation, often ignited by an extrinsic assault such as bacterial infection, PI may erupt due to tissue-intrinsic assaults, such as DNA damage [6, 7], and cooperate with the tumor suppressor *p53*, contributing to tissue protective senescence and counteracting tumor progression. Upon p53 ablation, however, PI loses its beneficial role and, instead, contributes to carcinogenesis [6]. Here we constructed a PI gene signature based on analysis of the *CKIα* and *CKIα-p53*-deficient gut epithelium and, using existing databases, examined this signature and its implications in thousands of human tumors and cell lines. We noticed a striking occurrence of PI in several cancer types distinct from their normal tissue counterparts. Our study indicates that PI is an important factor in tumor development, with a significant influence on prognosis. Notably, we found that PI can be markedly attenuated in human samples by non-steroidal anti-inflammatory drug (NSAID) treatment, possibly alluding to a mechanism of cancer prevention.

## Results

### Deriving the PI gene signature from *CKIα*-deficient mice

Our strategy to derive a gene expression signature for PI consisted of two steps. First, we compiled a list of 840 inflammatory response genes. This list is based on three manually curated databases: the Ingenuity inflammatory response gene list (http://www.qiagen.com/ingenuity), InnateDB innate immunity genes [9], and the Immunogenetic Related Information Source (IRIS) [10] (Fig. 1a; Additional file 1). We then intersected the 840 genes with a list of genes found to be significantly upregulated in RNA-seq expression profiles of two mouse models featuring gut PI: *CKIα*-deficient and *CKIα-p53*-deficient gut epithelium (Additional file 2) [6]. This procedure generated a list of 40 inflammatory context genes which are upregulated in the PI mouse models, possibly representing a gain-of-function mechanism (Fig. 1b; Additional file 3: Table S1). Using Ingenuity’s upstream regulator analysis [11], we revealed a strong resemblance of the PI signature to the lipopolysaccharide (LPS) response (Fig. 1c; Additional file 4). This response is mediated via two major arms, the NF-κB and the interferon (IFN) signaling pathways [12], only the latter of which is found to be strongly associated with PI. The Ingenuity analysis also confirmed our observation of upregulation of the genes: 37 of the genes are known to be upregulated during the LPS/IFN response (based on manual curation of the literature). Nevertheless, no common regulator could be found for all PI genes, suggesting that PI is a unique inflammatory response whose origin and mechanism have yet to be described. It should be pointed out that while this signature includes innate immunity genes which are commonly expressed by leukocytes, in the mouse models these genes are explicitly expressed by epithelial cells [6]. Notably, the signature has a remarkable paucity of chemokines or other secreted factors, suggesting that PI is primarily cell-autonomous in the epithelial tissue and explaining why it doesn’t tend to initiate recruitment of immune cells.

**Fig. 1:**
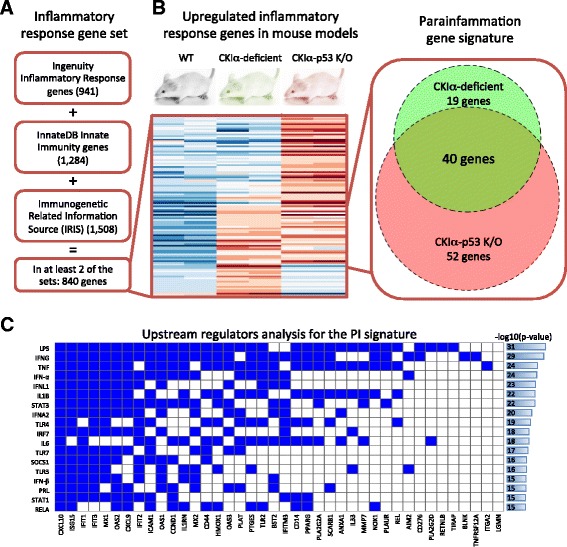
The parainflammation signature. **a** An inflammatory response gene set was generated by combining genes that are found in at least two of three manually curated databases: the Ingenuity inflammatory response gene list, InnateDB innate immunity genes, and the Immunogenetic Related Information Source (IRIS). **b** Differential expression analysis of *CKIα*-deficient and *CKIα-p53*-deficient mice against wild type (*WT*) revealed 59 and 92 upregulated inflammatory response genes in the single and double knock outs (*K/O*), respectively, and 40 genes upregulated in both. The 40 genes were designated as the parainflammation (*PI*) gene signature. The heatmap shows the expression levels of the 111 upregulated genes (*red*, high expression; *blue*, low expression). **c** Upstream regulatory analysis revealed a strong enrichment for genes regulated by lipopolysaccharide and immune pathways that are activated by it. The *rows* show the top enriched, non-chemical regulators, the *columns* are the 40 PI genes, and a *blue cell* represents regulation

### PI is suppressed by NSAID treatment in mouse tumors

We next sought to validate the 40-gene signature for PI in an established model system. PI is associated with cellular senescence and is apparent in a pure primary epithelial tissue, such as gut epithelial organoids [6, 13]. APC-mutated human and mouse polyps represent early neoplastic lesions which mostly do not progress, possibly due to senescence-associated PI [14], thus representing a good source for testing the PI signature we characterized. 

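Organoids are epithelial cultures grown in a gel from gut tissue. RNA from 3 organoid cultures of the normal-appearing gut of mice with a mutated Apc gene (MIN) and 3 of their adenomas was sequenced, and the authors deposited the number of reads counted on each gene symbol, without normalization. The count table has 23955 rows. The MIN samples held 41006387, 48412477 and 38373109 counts, and the adenoma samples 32663882, 32632837 and 33767840. MIN replicate 1 is given as separate runs of 20535210 and 20471177 counts that add up to its total in every row, and the total was used as 1 sample. The aligner, the genome build and the annotation behind the counts are not named in the paper's text, and Additional file 5 names the RSEM package for the authors' own comparison. Here counts were normalized by edgeR's TMM method, genes with low counts were removed by edgeR's default filter, and the 13744 remaining genes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at a false discovery rate (FDR) of 1%. In total 2549 genes were higher in adenoma than MIN and 2765 were lower. Same-numbered MIN and adenoma samples deviated together only weakly from their group means, with a mean correlation across genes of 0.12. Samples with different numbers had -0.06. Deviations from a group mean cancel out within the group, so this value follows largely from the first and is no separate comparison. With the replicate number as a block in the model, 2531 genes were higher and 2733 were lower. Of the alternatives tried, an FDR of 5% moved the number of higher genes most, to 3493. Expression is given as CPM, the counts of a gene relative to the TMM-normalized library total, over all 9 organoid samples. A gene with 3 counts or fewer lies at the floor of what the depth can show, which was between 0.0641 and 0.10 CPM in the 9 samples and covers counting error only.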

We prepared organoid cultures from APC-mutated normal gut epithelium (MIN) and adenomatous polyps of APC^min/+^ mice (adenoma) and analyzed them via RNA-seq (Additional file 5). 

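Of the 40 PI genes, 36 had enough counts to be tested between adenoma and MIN organoids. At an FDR of 1% over all genes tested, 16 of them were higher in adenoma, which is 44.4% of those tested and 40.0% of the signature. Adjusting over the PI genes alone also gave 16. With the replicate number as a block the count was 16, and with each sample left out in turn it lay between 13 and 15. Among the other genes tested, 2533 of 13708 (18.5%) were higher in adenoma, an odds ratio of 3.53 for the PI genes (two-sided Fisher's exact test over genes, p = 0.000313). With the block, the odds ratio was 3.56. Among the other inflammatory response genes tested, 82 of 422 (19.4%) were higher (odds ratio 3.32, Fisher's exact test p = 0.00115). Genes are not independent, so these tests describe the lists. The odds ratio moved most when every gene of the table served as background, which gave 5.63 (Fisher's exact test p = 1.33e-06). The 16 genes were Aim2, Anxa1, Blnk, Bst2, Ccnd1, Cd14, Cd276, Icam1, Ifit2, Ifitm3, Il33, Mmp7, Pla2g2a, Pla2g2d, Ptges and Scarb1. Il33 rose from 1.28 ± 0.492 CPM (SD, n = 3) in MIN to 210.3 ± 39.4 CPM (SD, n = 3) in adenoma. Its log2 fold change was 7.38 (standard error 0.30, adjusted p = 3.03e-07 from edgeR's quasi-likelihood test), and stayed between 7.09 and 7.67 with each sample left out. Icam1 rose from 0.361 ± 0.262 to 7.77 ± 1.07 CPM (SD, n = 3 each; adjusted p = 6.16e-05, same edgeR test), and its log2 fold change stayed between 4.00 and 5.02 with each sample left out. In GENCODE M21, 13.1% of the 50-base stretches of Icam1 also lie in transcripts of other genes. Pla2g2d had a log2 fold change of 3.77 (standard error 0.21, adjusted p = 1.7e-06, same edgeR test). Ifitm3 rose from 81.6 ± 20.9 to 741.6 ± 51.7 CPM (SD, n = 3 each), a log2 fold change of 3.19. Its paralog Ifitm2, which is not a PI gene, had a log2 fold change of 1.02 (adjusted p = 0.000201, same edgeR test). Their counts are uncertain to the extent that reads were shared, since 10.0% of the 50-base stretches of Ifitm3 and 48.5% of those of Ifitm2 also lie in transcripts of other genes, for Ifitm2 mostly those of Gm45717 (36.1%). Mmp7 and Pla2g2a had log2 fold changes of 1.91 and 1.58. Cd14 rose by 0.84 (adjusted p = 0.00613, same edgeR test), while Tlr2 (0.27, adjusted p = 0.421) and Tirap (0.05, adjusted p = 0.775) did not pass the threshold in the same edgeR test. Oas2 was removed by the low-count filter, with 6 to 32 counts per sample in adenoma and 2 to 6 in MIN. Without the filter its log2 fold change was 2.74 (adjusted p = 0.00628, same edgeR test), while Anxa1 no longer passed (adjusted p = 0.0557, same edgeR test).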

Our analysis confirmed the overexpression of many of the PI genes in adenomatous polyps in comparison with organoids prepared from the adjacent normal tissue of APC^min/+^ mouse tumors (MIN): 17 (42.5 %) of the PI genes showed significant upregulation in the tumor-derived organoids (false discovery rate < 1 %) compared with 17.5 % of all genes and 17.0 % of all inflammatory response genes (chi-square test *p* value = 4.9e-5) (Fig. 2a). 

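Of the 36 PI genes tested, 2 were lower in adenoma than MIN at an FDR of 1%, both with and without the replicate number as a block. Itga2 fell from 104.4 ± 14.9 CPM (SD, n = 3) in MIN to 15.7 ± 6.22 CPM (SD, n = 3) in adenoma, a log2 fold change of -2.73 (standard error 0.28, adjusted p = 6.19e-05 from edgeR's quasi-likelihood test). With each sample left out in turn it stayed between -3.02 and -2.45. Nox1 had 198 to 680 counts per sample in MIN and 1 to 2 in adenoma, which is under the floor. Its mean expression was therefore at least 100.3-fold lower (adjusted p = 2.15e-05, same edgeR test). This bound leans on MIN replicate 2, with 14.5 CPM, against 4.82 and 6.21 CPM in MIN replicates 1 and 3. Nox1 does not pass a filter of at least 10 counts in every sample. In GENCODE M21, 10.4% of the 50-base stretches of Nox1 also lie in transcripts of another gene. Rel (log2 fold change -0.87, adjusted p = 0.0451) and Oas1a (log2 fold change -1.49, adjusted p = 0.039) did not reach the 1% threshold in the same edgeR test. Oas1a shares 57.6% of its 50-base stretches with other genes, so its counts are uncertain.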

Only two genes (5.0 %) showed significant, yet modest, downregulation. Quantitative PCR (qPCR) analysis confirmed these findings (Additional file 3: Figure S1).

**Fig. 2:**
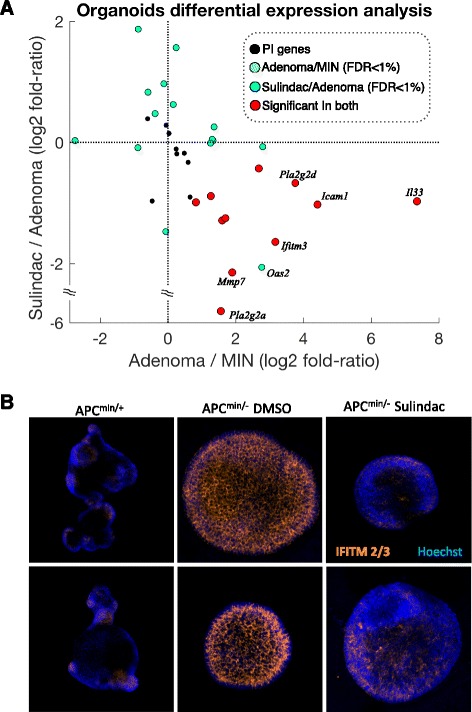
Parainflammation decreases in response to NSAID treatment in mouse organoids. **a** The adenoma/MIN log2 expression fold ratio of PI genes (*x-axis*) against the sulindac-treated adenomas/adenoma log2 expression fold ratio of PI genes (*y-axis*). *Colors* represent significance in the differential expression analyses (false discovery rate (*FDR*) <1 %). Along the *x-axis* it can be observed that 17 of 19 significant genes in adenoma/MIN are upregulated in the adenomas. Of those, 11 are significantly downregulated in the sulindac-treated samples and none are significantly upregulated. **b** *IFITM2/3* immunofluorescence in APC^min/+^, adenoma and Sulindac-treated adenoma organoids. Both rows show different fields of same experiment.

It is not yet known why NSAID treatment has an impact on cancer prevalence, progression, and mortality in human solid tumors [15–18]. We have previously shown that gut epithelium PI can be suppressed by NSAID treatment in the *CKIα*-deficient mouse model [6]. We therefore hypothesized that cancer cells may harbor tumor-promoting PI subject to suppression by NSAID treatment. To test this hypothesis, we generated a tumor model for examining NSAID treatment effects. 

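Sulindac is an NSAID that inhibits cyclooxygenases. RNA-seq counts of 3 sulindac-treated adenoma organoid cultures were deposited in the same table as those of the 3 untreated adenoma cultures, again as the number of reads the authors counted on each gene symbol without normalization. The treated samples held 30881206, 35051297 and 35410964 counts (median 35051297), and the untreated adenoma samples had a median of 32663882. No sulindac-treated MIN sample was analysed here. The paper's Methods give a dose and a duration of sulindac under the heading for human cell lines, and the description of Additional file 6 refers to the Methods for the sulindac treatment. The 12962 genes left by the same low-count filter were compared between these 6 samples with the test and threshold used for adenoma against MIN. After sulindac, 1078 genes were higher and 1179 were lower. Same-numbered samples had a mean correlation of 0.13 between their deviations from the group means. The value for samples with different numbers, -0.07, again follows largely from it. With the replicate number as a block, 872 genes were higher and 1061 lower. The scaling between libraries mattered in this comparison. With library size alone in place of TMM, 603 genes were higher and 1983 lower, so that the higher genes made up 23.3% of those called instead of 47.8%, and the median log2 fold change of all genes moved from -0.01 to -0.18.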

We prepared organoids from normal gut and adenomatous polyps of APC^min/+^ mice, treated them with the NSAID sulindac, and performed RNA-seq on three biological replicates (Additional file 6). Strikingly, of the 17 upregulated PI genes observed in the tumor organoids, 11 (64.7 %) were significantly downregulated in the sulindac-treated samples, compared with 33.2 % of all genes and 38.3 % of all inflammatory response genes (*p* value = 0.0053) (Fig. 2a). 

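All 16 PI genes that were higher in adenoma were also tested between sulindac-treated and untreated adenoma organoids, and 8 (50.0%) were lower after sulindac at an FDR of 1%: Blnk, Cd14, Cd276, Icam1, Ifitm3, Il33, Mmp7 and Pla2g2a. None of the 16 was higher. With the replicate number as a block 7 were lower, since Cd14 had an adjusted p of 0.0107 in that edgeR test. With each sample left out in turn, between 5 and 8 were lower. Among all other genes tested in both comparisons, 1171 of 12837 (9.12%) were lower after sulindac, giving an odds ratio of 9.96 (two-sided Fisher's exact test over genes, p = 3.22e-05), or 8.70 with the block. Among the other inflammatory response genes, 43 of 398 (10.8%) were lower (Fisher's exact test p = 0.000185). Among the other genes that were higher in adenoma, 556 of 2529 (22.0%) were lower after sulindac (odds ratio 3.55, Fisher's exact test p = 0.013), and with the block this odds ratio was 2.88 (Fisher's exact test p = 0.0581). Pla2g2a fell most of the 8, from 100.4 ± 40.4 CPM (SD, n = 3) to 1.77 ± 0.749 CPM (SD, n = 3). Its log2 fold change was -5.81 (standard error 0.39, adjusted p = 8.72e-05 from edgeR's quasi-likelihood test). Mmp7 fell from 704.2 ± 116.9 to 157.1 ± 31.0 CPM (SD, n = 3 each), with a log2 fold change of -2.16 (adjusted p = 0.000148, same edgeR test). For Ifitm3 the log2 fold change was -1.65 (adjusted p = 0.00149, same edgeR test), and for its paralog Ifitm2 it was -0.29 (adjusted p = 0.124, same edgeR test). Il33 and Icam1 had log2 fold changes of -0.98 and -1.03, and both remained above MIN, with 105.9 ± 23.6 CPM (SD, n = 3) of Il33 after sulindac. Ifit2 (adjusted p = 0.0268), Pla2g2d (adjusted p = 0.0289) and Ptges (adjusted p = 0.0614) had lower means after sulindac but did not reach the threshold in the edgeR test. Of the PI genes that had not risen in adenoma, Ifit1 was lower after sulindac, and Hmox1, Plat and Plaur were higher, with log2 fold changes of 1.55, 0.96 and 1.86. With the replicate number as a block, Il1rn (adjusted p = 0.00389) and Tnfrsf12a (adjusted p = 0.00714) were also higher in the edgeR test.

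**Figure D1:**
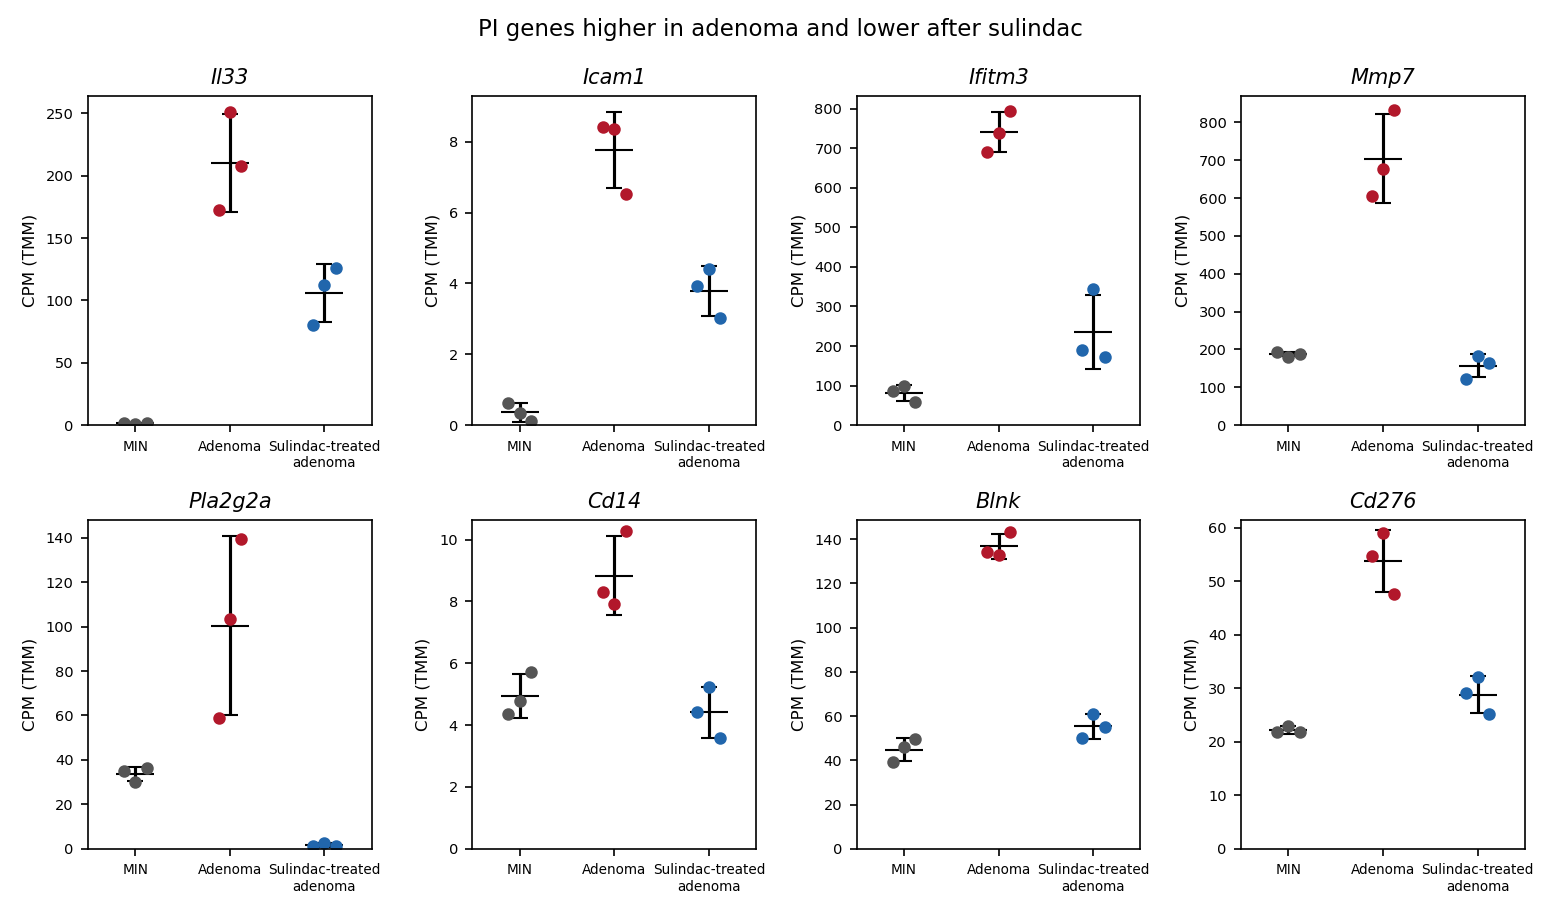
Expression of the 8 PI genes that were higher in adenoma and lower after sulindac, in TMM-normalized CPM (vertical axes, each from 0) in MIN, adenoma and sulindac-treated adenoma organoids. Points are the 3 samples of each group, and the horizontal bar and whiskers are the mean and SD; in all 8 genes every adenoma sample lies above every sample of the other groups.

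**Figure D2:**
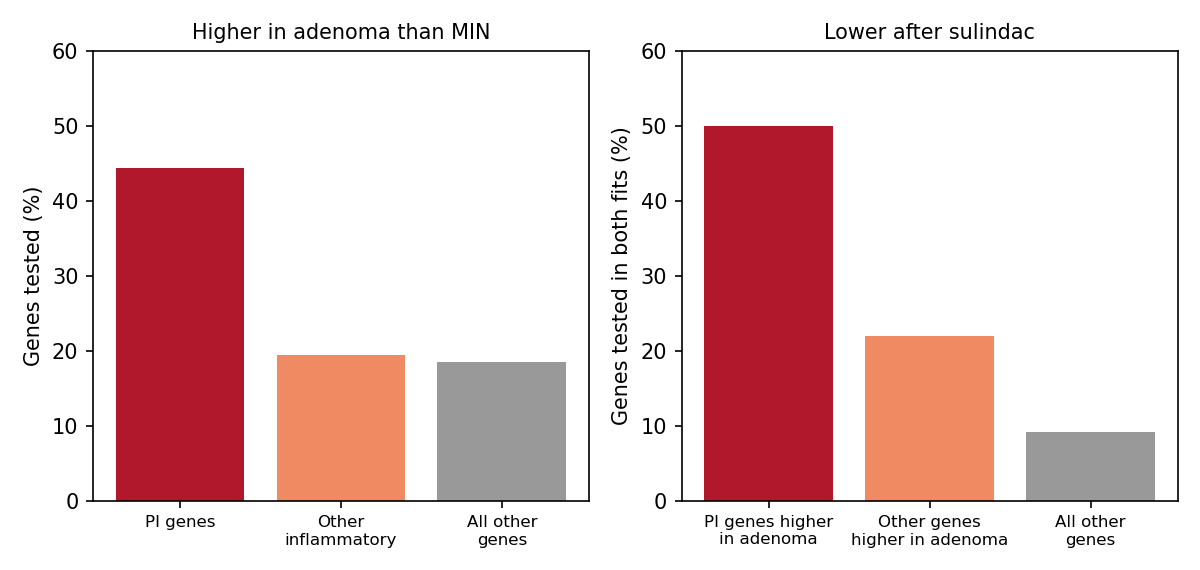
Percent of genes called at an FDR of 1%, with genes higher in adenoma than MIN on the left and genes lower after sulindac on the right. On the left the bars are 44.4% of PI genes, 19.4% of other inflammatory response genes and 18.5% of all other genes, and on the right 50.0% of the PI genes higher in adenoma, 22.0% of the other genes higher in adenoma and 9.12% of all other genes.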

Immunofluorescence staining shows that the protein expression of PI gene *Ifitm2*/*3* (Fig. 2b) is markedly elevated in the tumor organoids and is mostly suppressed by sulindac treatment. These data validate the PI signature in a new mouse tumor model, underscoring both the epithelial origin and the tumor specificity of this new signature, and show that NSAID treatment can reduce PI.

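Marker genes listed before the counts were examined describe the cell types in these organoids. The leukocyte marker Ptprc, which encodes CD45, had 4 to 8 counts per sample in adenoma, 0 to 1 in MIN and none in sulindac-treated adenoma, near the floor of 3 counts. Cd3e had at most 2 counts in any adenoma sample, and Csf1r had at most 5. Itgam had 148 to 159 counts in MIN and 4 to 13 in adenoma, although 66.3% of its 50-base stretches also lie in another gene's transcripts. The epithelial marker Epcam was expressed at 1057 ± 119.1 CPM in MIN, 734.0 ± 106.3 CPM in adenoma and 555.1 ± 58.7 CPM in sulindac-treated adenoma (SD, n = 3 each). Neither of its changes passed an FDR of 1% in edgeR's quasi-likelihood test (adjusted p = 0.0187 and 0.0467), although the lower level in adenoma did with the replicate number as a block (adjusted p = 0.00654, same edgeR test). Cdh1 and Krt8 were also expressed in every group, with means of 565.3 and 847.9 CPM in adenoma, where both were lower than in MIN (log2 fold changes -0.87 and -1.23, adjusted p = 0.00126 and 0.00251, same edgeR test). Vil1 was lower as well (log2 fold change -1.43, adjusted p = 4.25e-05, same edgeR test). After sulindac, Vil1 and Krt8 were higher than in untreated adenoma (log2 fold changes 0.72 and 0.85, adjusted p = 0.00528 and 0.00817, same edgeR test). Cdh1 and Krt18 did not pass the threshold after sulindac. Krt18 had a higher mean in adenoma, 921.2 CPM against 551.3 CPM in MIN (log2 fold change 0.74, adjusted p = 0.0249, same edgeR test), and passed the threshold with the replicate number as a block (adjusted p = 0.00271, same edgeR test). Of the mesenchymal markers, Col1a2 and Col3a1 had 0 counts in all 9 samples. Col1a1 had 10 to 22 counts per sample in MIN, 32 to 54 in adenoma (adjusted p = 0.0101, same edgeR test) and 11 to 17 after sulindac (adjusted p = 0.00975, same edgeR test). With the replicate number as a block, the rise of Col1a1 passed the threshold (adjusted p = 0.00426, same edgeR test) and its fall did not (adjusted p = 0.0105, same edgeR test). Pdgfra had 5 to 8 counts per sample in MIN and 25 to 39 in adenoma (log2 fold change 2.49, adjusted p = 0.000492, same edgeR test). Vim rose to 174.5 CPM in adenoma and fell to 5.02 CPM after sulindac. Of the cyclooxygenase genes that NSAIDs act on, Ptgs1 rose from 0.386 ± 0.169 CPM in MIN to 39.4 ± 3.87 CPM in adenoma (SD, n = 3 each) and was not significantly changed by sulindac (adjusted p = 0.153, same edgeR test). Ptgs2 had 0 counts in every adenoma and sulindac-treated sample and was at least 6.88-fold lower in untreated adenoma than in MIN. The paper also reports qPCR in support of the changes of PI genes between adenoma and MIN organoids. It states that epithelial cells express these genes in its mouse models. From the rise of the PI genes in adenoma organoids, their fall after sulindac and the IFITM2/3 staining (Fig. 2b), the paper concludes that the signature is epithelial and tumor-specific. It also concludes that NSAID treatment can reduce PI.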

Analogously to the procedure described above, we also found 75 inflammatory context genes which are downregulated in the PI mouse models (Additional file 3: Table S2). This list of genes is again highly enriched with LPS and IFN γ response genes but also contains interleukin (IL)2/IL4 response genes. However, we didn’t observe expression changes of those 75 genes in the organoids model, suggesting that the downregulated genes are not part of the general PI mechanism. Therefore, while it is well established that activation of innate inflammation pathways leads to both up- and downregulation of genes involved in activation and inhibition of this highly regulated network [19–21], we chose to derive the PI signature only from the upregulated genes in the mouse and organoid PI models.

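The list of downregulated genes itself (Additional file 3: Table S2) was not used here. In the 1998 genes of Additional file 2 that were read here, 4 inflammatory response genes met the stated criteria for lower expression in both mouse models: Apoa1, Ace, Jun and Nlrp6. The direction of the fold changes in that file was taken from its 9 PI genes, all of which have negative values. All 4 passed an FDR of 1% in adenoma against MIN or in sulindac-treated against untreated adenoma by edgeR's quasi-likelihood test, and 3 did so with the replicate number as a block. Nlrp6 fell from 346.1 ± 12.0 CPM in MIN to 3.90 ± 1.84 CPM in adenoma and rose to 55.7 ± 22.0 CPM after sulindac (SD, n = 3 each), with log2 fold changes of -6.47 (adjusted p = 7.63e-07) and 3.84 (adjusted p = 0.000418) in that edgeR test. Apoa1 had 347.7 ± 98.9 CPM (SD, n = 3) in MIN and 0.161 ± 0.0737 CPM (SD, n = 3) in adenoma. Jun was higher in adenoma (log2 fold change 1.01, adjusted p = 0.00864, same edgeR test). Ace was lower after sulindac (log2 fold change -1.43, adjusted p = 0.000577, same edgeR test) and did not pass the threshold between adenoma and MIN (log2 fold change 0.75, adjusted p = 0.0243, same edgeR test). Of the 21 inflammatory response genes lower in at least one of the models, 17 passed the threshold in at least one of the same comparisons. The remaining genes of the paper's list were not analysed here.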

### Human cancers display the PI signature discovered in mice

Observing PI in mouse tumors prompted us to look for a similar phenomenon in human cancers. To that end, we first analyzed the expression of 40 human homologs of the mouse PI genes in human cancers, utilizing data from the Cancer Cell Line Encyclopedia (CCLE) [22]. Whereas immune and inflammatory genes are normally expressed in hematopoietic cells, a wide range of carcinoma cell lines (*n* = 634) expressed the PI genes to a higher level than hematopoietic and lymphoid cancer cell lines (*n* = 180) (Fig. 3a; Additional file 3: Figure S2). Further investigation revealed that, compared with non-PI genes, many PI genes are broadly overexpressed in a subset of the cell lines. To quantify the distribution of PI genes in cell lines, we computed the expression distribution in all the carcinoma cell lines and identified the peak of the distribution. Then, by defining overexpression as twofold expression level over the peak (1 in log2 expression levels), we counted the number of cell lines overexpressing each gene (examples in Fig. 3b). Our analysis revealed that 74.4 % of the PI genes are overexpressed in more than 10 % of the carcinomas, significantly more than a non-discriminatory pool of random inflammatory response genes (40.5 %, chi-square test *p* value = 2.9e-5) and all genes (29.6 %, *p* value = 1.0e-9) (Fig. 3b). The median number of overexpressing cell lines was 125 (19.7 % of carcinoma samples) for the PI genes compared with 39 (6.2 %, U-test *p* value = 2.7e-5) across random inflammatory response genes and only 31 (4.9 %, *p* value = 2.6e-8) across random genes.

**Fig. 3:**
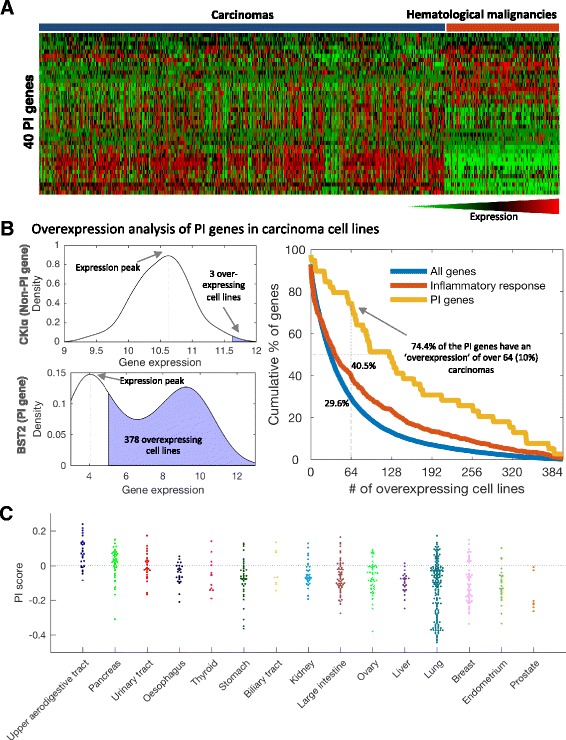
Parainflammation genes are overexpressed in carcinoma cell lines. **a** Heatmap of the expression of 39 PI genes in 634 carcinoma cell lines and 180 hematopoietic and lymphoid cancer cell lines from CCLE. One PI gene, *IFITM3*, is not represented in CCLE. Of the PI genes, 19 show significantly higher expression in carcinomas compared with cancers originated from immune cell types; 10 PI genes are more abundant in immune cancers. **b** *Left*: the distribution of expression of two representative genes across 634 carcinoma cell lines from CCLE. We detected the expression peak and counted the number of samples that express the gene twofold (1 in log2 scale) more than the peak. The top example, the gene *CSNK1A1* (CKIα), which here represents a housekeeping gene, is a typical normally distributed gene with low “overexpression” rate and the bottom example, *BST2*, which is part of the PI signature, shows a gene with a bimodal expression pattern, corresponding to a high “overexpression” rate. *Right*: the cumulative overexpression rates for the PI genes, all inflammatory response genes, and all genes. Of the PI signature genes, 29 (74.4 %) are overexpressed in at least 10 % of the carcinoma cell lines (≥64 samples) compared with 29.6 % and 40.5 % of all and inflammatory response genes, respectively. The *yellow curve* (PI genes) shows remarkably higher levels of overexpression along the whole graph. **c** Spread plot of tThe PI score in 634 carcinoma cell lines grouped by tissue types. The *dashed blue line* differentiates PI+ and PI− samples as defined by the proportion of PI+ of tumor samples

We next computed a score for each cell line by performing single-sample gene set enrichment analysis (ssGSEA) [23] for the PI gene signature. We defined this score, which is an enrichment measure of the overexpression of the PI genes, as the PI score (Additional file 7). The PI score revealed major differences in PI both between cancer types and within cancer types, varying from high levels of PI in head and neck and pancreatic cancer to low levels in samples originating from prostate and liver (Fig. 3c). Thus, the PI expression and PI score patterns suggest that PI occurs across most cancer types, although not uniformly. It is important to note that while the PI score is based on a signature of 40 genes, the PI phenomenon is not restricted to these genes alone but has a wide effect on numerous genes over many different molecular functions (Additional file 8). Finally, we observed a high correlation between the PI score and scores derived from the downregulated PI genes (Spearman R = 0.654, *p* value <1e-20; Additional file 3: Figure S3). This once again confirms the validity of our gene sets in human and the relevance of the PI mouse models to a phenomenon that is also observed in human.

Next, we explored the representation of the PI signature in primary human cancers. As differences in PI expression between individual samples may be explained solely by differences in purity levels of the samples [24], we designed a simple adjustment procedure for removing inflammatory gene expression originating from immune infiltrations (Additional file 3: Figure S4). This adjustment procedure consists of two steps: first, utilizing expression data of normal tissues from the Genotype-Tissue Expression (GTEx) project [25], we learned the normal association of gene expression with immune infiltrations in each tissue type. We then used the expression level of *PTPRC* (*CD45*), a pan-hematopoietic exclusive marker expressed in all leukocyte cell types but not in other tissues, as an estimate for immune infiltrations. Finally, we applied the gene-specific, tissue-specific learned slopes to adjust the expression levels of The Cancer Genome Atlas (TCGA) tumor samples. This procedure diminishes expression differences among samples which are most likely explained by differences in purity.

We collected gene expression data for 6523 primary tumors and 582 patient-matched normal samples of 18 cancer types from TCGA (Additional file 3: Table S3; http://cancergenome.nih.gov) and performed the adjustment procedure. As in the cancer cell lines, we computed the scores for the PI gene signatures using the adjusted expression of each tumor sample (Additional file 9). Cancer samples demonstrated a wide range of PI scores regardless of *CD45* expression (Fig. 4a; Additional file 3: Figure S5). Furthermore, malignant tumors demonstrated significantly higher levels than adjacent normal samples, both overall and across most tested cancer types (Fig. 4b; Additional file 3: Figure S6). As in cell lines, the PI score analyses revealed considerable differences between cancer types and within cancer types (Fig. 4c). We next defined the PI threshold as the score that appears in only 5 % of the adjacent normal samples; cancer samples over the threshold were designated as PI positive (PI+). Strikingly, over all cancer types 25.9 % of the tumor samples were PI+, compared with a null expectation of 5 %, with varying proportions among cancer types, from 77.7 % in pancreatic adenocarcinoma (PAAD) to none in kidney renal clear cell carcinoma (KIRC). The PI score of a sample is highly correlated with the number of upregulated genes in the sample (R = 0.649; Additional file 3: Figure S7). Accordingly, the median number of PI genes activated in PI+ samples is 17 (42.5 %; compared with eight in PI− samples), the same number we observed to be upregulated in the adenoma organoids. Interestingly, we observed that different sets of PI genes are activated in different cancer types (Fig. 4d). Finally, using the 25.9 % proportion of PI+ samples, we determined a threshold of PI+ samples in the cancer cell lines dataset (where there are no normal samples to determine the threshold). Remarkably, we found high concordance in the abundance of PI+ samples in cancer types between tumors and cell lines (Pearson coefficient R = 0.875, *p* value = 1.9e-4 (Fig. 4e). These results again suggest that the PI gene signature is being expressed by the cancer cells, distinct from immune infiltration.

**Fig. 4:**
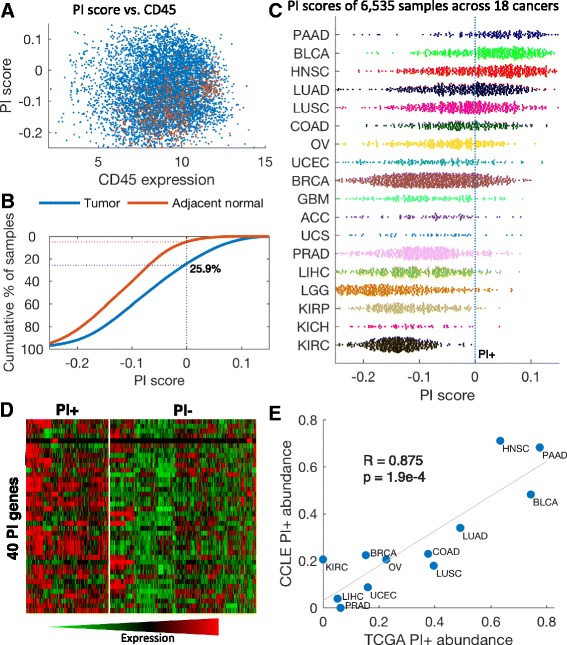
Pan-cancer parainflammation in human cancers. **a** PI scores (*y-axis*) of all 6535 tumor samples (*blue*) and 582 adjacent normal samples (*red*) versus the CD45 expression level (*x-axis*). No correlation is observed between the PI score and CD45 after the adjustment. **b** PI scores in the tumor samples (*blue*) and the adjacent normal samples (*red*). The y-axis is the cumulative percentage of samples over the score in x; 25.9 % of the tumor samples (*dashed blue line*) are over a threshold which only 5 % of the adjacent normal tissues pass (*dashed red line*). The PI score is shifted accordingly, so PI+ samples have positive scores. **c** Spread plot of the PI score in 6535 tumor samples from 18 cancer types. The *dashed blue line* differentiates PI+ and PI− samples. *PAAD* pancreatic adenocarcinoma, *BLCA* bladder carcinoma, *HNSC* head and neck squamous cell carcinoma, *LUAD* lung adenocarcinoma, *LUSC* lung squamous cell carcinoma, *COAD* colon adenocarcinoma, *OV* ovarian serous cystadenocarcinoma, *UCEC* uterine corpus endometrial carcinoma, *BRCA* breast carcinoma, *GBM* glioblastoma multiforme, *ACC* adrenocortical carcinoma, *UCS* uterine carcinosarcoma, *PRAD* prostate adenocarcinoma, *LIHC* liver hepatocellular carcinoma, *LGG* lower grade glioma, *KIRP* kidney renal papillary cell carcinoma, *KICH* kidney chromophobe, *KIRC* kidney renal clear cell carcinoma. **d** Heatmap of expression profiles of PI genes across TCGA samples: *left*, PI+ samples; *right*, PI− samples. Different subsets of PI genes are expressed in PI+ samples. The expression levels presented are after adjustment to immune infiltrations and are standardized across all samples. **e** Correlation of the fraction of PI+ samples in each tumor type from TCGA with corresponding tissue origin in CCLE. The same types of cancers have low or high PI+ levels in tumors and in cell lines. The Pearson coefficient is presented

We noted earlier that the PI gene signature is enriched in genes related to the IFN signaling pathway but not to the NF-κB pathway. To test this hypothesis further we first expanded the list of PI genes, identifying 215 genes with expression levels highly correlated with the PI score (R > 0.5) in the carcinoma cell lines (Additional file 8). We then performed transcription factor binding enrichment analysis using the ENCODE ChIP-Seq Significance Tool [26] (Additional file 3: Table S4). The analysis again affirmed our claim that PI has a distinct pattern of inflammation, where the top enriched transcription factors were STAT2, IRF1, STAT1 and STAT3, c-Fos, and PRDM1, but only modest enrichment for a key regulator of inflammation such as NF-κB. We further utilized enrichment scores of functional immune gene sets (Additional file 3: Table S5) and correlated them with the PI score in both tumors and cell lines. As expected, this analysis revealed high correlations in all datasets with the type I IFN response, which is a hallmark of PI, but a much weaker association with the tumor necrosis factor and NF-κB signaling pathways (Fig. 5a; Additional file 3: Table S6). We also did not detect any correlation with the immune cytolytic activity metric [27], which is a well-described anti-tumor immunity measure. It should be pointed out that the same correlations were also found in the CCLE dataset, again showing that PI is activated in the tumor and not in its microenvironment. These results again support our claim that PI is distinct from canonical chronic inflammation or other previously described inflammatory responses.

**Fig. 5:**
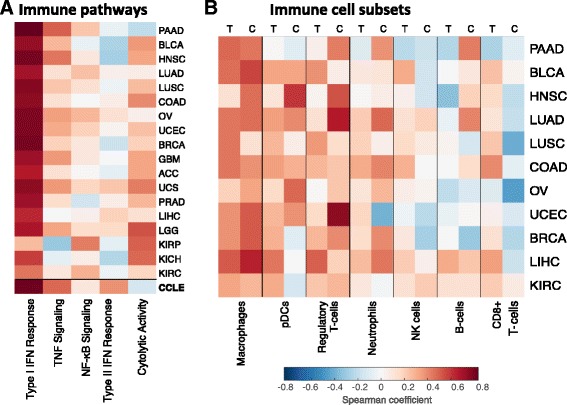
Cancer parainflammation resembles macrophage infiltration. **a** Heatmap of the Spearman correlations between the PI score and immune functional gene sets across different cancer types. Correlations in CCLE are shown as well (Additional file 3: Tables S5 and S6). **b** Heatmap of the Spearman correlations between the PI score and the immune subset enrichments calculated using gene sets (Additional files 6 and 9) across different cancer types derived from both TCGA (*T*) and CCLE (*C*). Similar correlation trends are observed for a cancer type whether the data were derived from TCGA or CCLE, suggesting that the correlation is due not to association of PI with immune subset presence but to shared functionality with the gene signatures. *PAAD* pancreatic adenocarcinoma, *BLCA* bladder carcinoma, *HNSC* head and neck squamous cell carcinoma, *LUAD* lung adenocarcinoma, *LUSC* lung squamous cell carcinoma, *COAD* colon adenocarcinoma, *OV* ovarian serous cystadenocarcinoma, *UCEC* uterine corpus endometrial carcinoma, *BRCA* breast carcinoma, *GBM* glioblastoma multiforme, *ACC* adrenocortical carcinoma, *UCS* uterine carcinosarcoma, *PRAD* prostate adenocarcinoma, *LIHC* liver hepatocellular carcinoma, *LGG* lower grade glioma, *KIRP* kidney renal papillary cell carcinoma, *KICH* kidney chromophobe, *KIRC* kidney renal clear cell carcinoma

Notably, certain PI genes are members of the Toll-like receptor (TLR) activation pathway (TLR2, CD14, and TIRAP) and, when upregulated, could have mediated an innate immune response to tissue-associated microbiota, igniting conventional inflammation with inflammatory infiltrate, secondary to PI. We therefore hypothesized that PI may enhance the recruitment of certain immune cell subsets to the tumors. To this end, we utilized hematoxylin and eosin (H&E) estimations provided by TCGA and gene signature enrichments of immune subset types from Rooney et al. [27] (Additional file 3: Table S5) and associated them with PI scores in tumor samples across cancer types. H&E estimations of major immune subtypes (lymphocytes, monocytes, and neutrophils) did not, however, show significant associations with PI scores across different cancer types (Additional file 3: Table S7). We further correlated PI scores of individual tumors with specific immune subsets based on gene signature enrichments in both TCGA and CCLE samples (Fig. 5b; Additional file 3: Table S8). Among the immune subsets the PI score demonstrated highest correlations across tumor types with the macrophage signature (average Spearman coefficient = 0.362). However, we observed the same trend of correlation between the PI score and macrophages in cell lines (average R = 0.407). This observation rules out the possibility that PI is dependent on macrophages infiltrating the tumor. Moreover, whereas the role of macrophages in orchestrating PI has been previously suggested [7], our finding supports this inference yet suggests that the tumors themselves may fulfill the macrophage inflammatory function in PI by expressing macrophage-relevant genes. Importantly, we did not observe any correlation with CD8+ enrichment, which is the main component of the “immunoscore” [28], thus suggesting that PI may represent a different immunotype, which, similarly to the immunoscore, may serve as a clinical parameter in evaluating tumorigenesis.

Thus, the PI signature is widely expressed in human tumors, distinguishing the tumor cells from adjacent normal tissue and the tumor microenvironment, with certain cancer types having stronger PI signatures than others. PI appears to be primarily a cancer cell-autonomous phenomenon, distinct from all other well-established cancer-promoting immune inflammatory responses.

### PI is associated with poor prognosis and p53 mutations

Based on the analysis of the *CKIα*-deficient mouse models, PI itself may either serve as a tumor suppressor mechanism or help promote carcinogenesis [6]. To determine PI’s role in human cancer, we analyzed clinical data from TCGA, which allowed us to examine the association of PI with survival time and other clinical features available from TCGA database in 18 cancer types. Our analysis revealed higher mortality rates for patients with high PI scores in most cancer types (Additional file 3: Table S9). Prominent examples of high PI score tumors associated with bad prognosis are head and neck squamous cell carcinoma (HNCS; Cox regression *p* value = 1.4e-3), low-grade glioma (LGG; *p* value = 8.4e-4), lung adenocarcinoma (LUAD; *p* value = 9.4e-3), and pancreatic adenocarcinoma (PAAD; *p* value = 6.7e-5). Median time of mortality of PI+ compared with PI− patients was 1.54-, 3.50-, 1.33-, and 3.53-fold faster, respectively (Fig. 6a; Kaplan-Meier plots). A pan-cancer survival analysis of all samples confirmed a negative correlation of PI with survival, showing a consistent earlier mortality for the PI+ patients (*p* value = 7.1e-29; Fig. 6b). Notably, low-grade glioma has a low overall PI score; however the small subset of PI+ patients have a significantly lower survival rate, indicating a value of screening for PI even in tumor types with low PI. Analysis of other clinical features, including age, gender, race, and smoking, showed that the PI score is generally independent of these variables (Additional file 3: Table S10). Accordingly, multivariate regression analysis controlling for age and smoking did not change the power of the PI score in predicting survival (Additional file 3: Table S9).

**Fig. 6:**
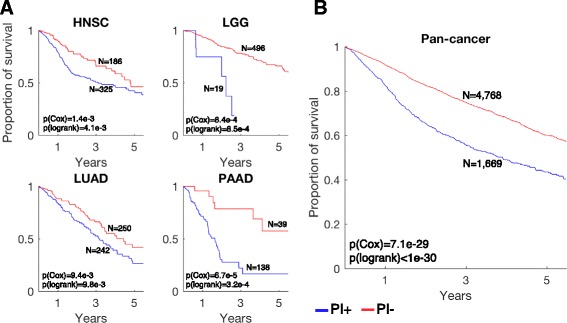
Parainflammation is associated with worse prognosis. **a** Kaplan-Meier plots for PI+ samples (*blue*) versus PI− samples (*red*) in head and neck squamous cell carcinoma (*HNSC*), lower grade glioma (*LGG*), lung adenocarcinoma (*LUAD*), and pancreatic adenocarcinoma (*PAAD*). The *p* values were calculated using Cox proportional hazard regression of the PI scores and the log-rank method between PI+ and PI− samples. **b** Pan-cancer survival analysis of 6437 patients with survival data and PI scores

In the *CKIα*-deficient mouse model, PI promotes carcinogenesis only after loss of *p53*, suggesting that PI+ samples will be enriched with *p53* mutations. We therefore investigated the relationship of PI and the status of p53 in human cancer. By analyzing the mutation data from whole-exome sequencing provided by TCGA across all samples with expression data, we found 1309 samples with mutations in the *TP53* gene versus 2363 with wild-type (WT) *TP53*. The PI score was significantly higher in the mutated p53 samples (U-test *p* value = 1.4e-47) and 35.4 % of the p53 mutated samples were PI+ compared with 15.2 % in WT *p53* samples (Fig. 7a). This result was recapitulated in the carcinoma cell lines—29.3 % PI+ in mutated p53 and 20.6 % in WT—although less significant (*p* value = 0.016). p53 mutations are observed more frequently in cell lines than in primary tumors (59.8 % versus 35.7 %), possibly reflecting the growth advantage of p53 mutants in tissue culture, which may hinder a stronger association between p53 mutations and PI in cancer cell lines. Notably, cancer types with known, albeit unexplained low rates of *p53* mutations, such as kidney cancer types and prostate adenocarcinoma (PRAD) [29], tend to show low rates of PI, whereas cancers with high *p53* mutation rates, such as pancreatic adenocarcinoma (PAAD) and colon adenocarcinoma (COAD), show high rates of PI (R = 0.740, *p* value = 0.002) (Fig. 7b). Finally, it is well known that patients harboring tumors with p53 mutations have significantly worse prognosis [30] (in TCGA: Cox regression *p* value = 4.9e-15). We tested whether the association of PI with survival relates to p53 mutations. For 2954 patients with both mutations and clinical data, our analysis revealed only a small decrease in significance between controlled and uncontrolled Cox regression analyses (*p* value without controlling for p53 = 4.7e-17, *p* value with controlling for p53 = 2.4e-11), indicating that the poor survival associated with PI cannot entirely be attributed to p53 loss.

**Fig. 7:**
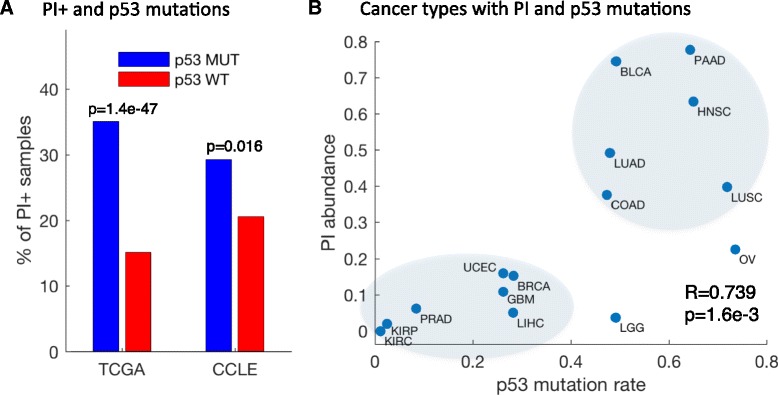
Parainflammation is associated with p53 mutations. **a** Percentage of p53 nonsense mutated PI+ samples (*blue*) versus percentage of p53 WT PI+ samples (*red*) in TCGA and in CCLE. **b** Abundance of p53 missense mutations (*x-axis*) versus the abundance of PI+ samples (*y-axis*) in 15 cancer types with sufficient information. Cancer types with higher rates of p53 nonsense mutations tend to have higher rates of PI. The Spearman coefficient is presented

### PI response to NSAID treatment in human tumors

Our mouse tumor data indicate that tumor PI is suppressed by sulindac treatment (Fig. 2). 

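The PI score, which the paper defines as the single-sample gene set enrichment (ssGSEA) score of the PI genes, was computed for the organoids over the 13883 genes tested in any comparison, 36 of them PI genes. It was -0.0476 ± 0.0295 in MIN, 0.0439 ± 0.00981 in adenoma and 0.0318 ± 0.00319 in sulindac-treated adenoma (SD, n = 3 each). Every adenoma sample scored above every MIN sample (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The difference between sulindac-treated and untreated adenoma was -0.0121, about the size of the SD of the adenoma samples, and the groups overlapped (two-sided exact permutation test, p = 0.2). In each of the 3 pairs of same-numbered samples, however, the treated sample scored lower (two-sided exact sign-flip test, p = 0.25, the smallest that 3 pairs allow), a comparison added after the scores were seen. As a set, the 34 PI genes tested had a mean log2 fold change of -0.42 after sulindac, with 21 lower and 13 higher (limma's camera test, adjusted p = 0.0422 over the 2 set tests). With the replicate number as a block, this mean was -0.41 (limma's camera test, adjusted p = 0.0489). Between adenoma and MIN the mean log2 fold change of the 36 PI genes tested was 0.71 (limma's camera test, adjusted p = 0.0015), or 0.74 with the block (adjusted p = 0.00234, limma's camera test). Both set tests assumed a correlation of 0.01 between genes. Other splits of the same 6 samples, which mix the groups, gave smaller camera p values than the real groups. For adenoma and MIN they went down to 1.47e-06 (0.000748 for the real groups, before adjustment). For sulindac they went down to 0.00735 (0.0422 for the real groups, before adjustment). The camera p values are therefore not a measure of the difference between the groups. With the correlation estimated from the samples, the camera p was 0.107 for adenoma over MIN and 0.149 for sulindac, before adjustment.

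**Figure D3:**
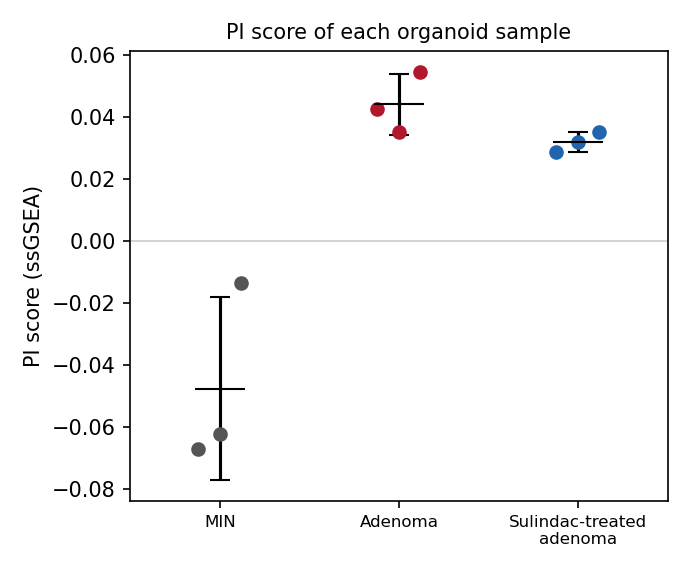
PI score (ssGSEA, no unit, vertical axis) of each organoid sample in the MIN, adenoma and sulindac-treated adenoma groups. Points are the 3 samples of each group, and the bar and whiskers are the mean and SD; the adenoma mean is 0.0439, the sulindac-treated mean 0.0318 and the MIN mean -0.0476.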

Prolonged NSAID treatment was found to reduce both the incidence and the mortality of human cancer [15–17]. To study the relevance of PI in NSAID treatment in humans, we first searched for public expression data of NSAID treatment in cancer cell lines. While there are several such databases, notably the Broad Institute Connectivity Map (C-Map) [31], most of the data are limited to cell lines that show low PI levels before treatment and, therefore, no treatment effect is expected. Nevertheless, we observed one particular cell line with a high PI score, SCC-25, an oral cancer cell line treated with 2 mM of aspirin (GSE58162). This cell line has a high PI score, which ranks it 19th out of 634 CCLE carcinomas. We observed a sharp decrease in the expression of the PI genes in response to the treatment, and in two of the three replicates the PI gene set is significantly downregulated compared with all genes: U-test *p* value = 8.6e-4, 0.318, and 0.009 in the three replicates, respectively. Similarly, we found that the PI score decreased in all three replicates following aspirin treatment (Fig. 8a). We further noticed that the response to aspirin is significantly enhanced when examining a large set of genes that are upregulated in correlation with the PI score; 74.0 % of the top 215 correlated genes are downregulated in response to aspirin treatment (U-test *p* value = 8.1e-25; Additional file 3: Figure S8).

**Fig. 8:**
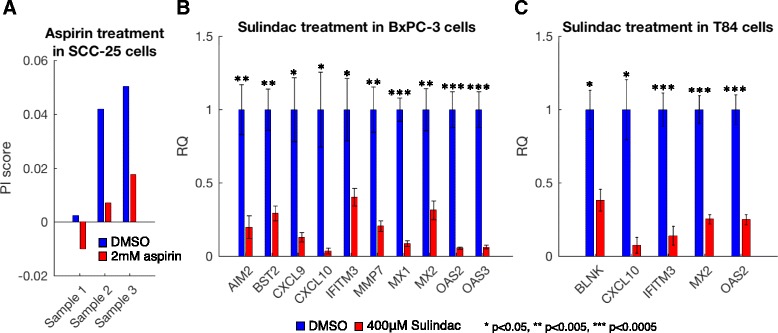
Parainflammation decreases in response to NSAID treatment in human cell lines. **a** average of the differential expression (in log2 scale) of three replicates each of control and aspirin-treated SCC-25 cells for the PI genes. A kernel smoothed regression curve for all genes is presented as reference (*red*). The *p* value presented was calculated using a Wilcoxon rank-sum test. **b** qPCR analysis of highly expressed PI genes in control and sulindac-treated BxPC3 cells. *Error bars* show the standard error of the mean (SEM) of triplicates. **c** qPCR analysis of highly expressed PI genes in control and sulindac-treated T84 cells. *Error bars* show the SEM of triplicates

To confirm these computational findings, we treated two human cancer cell lines, predicted to have high PI scores from the CCLE dataset analysis, with sulindac: the BxPC3 cell line, a pancreatic cancer cell line with a PI score which ranks it ninth out of the 634 CCLE carcinomas, and the T84 cell line, a colorectal cancer cell line ranked 18th. Sulindac treatment led to a decrease of more than 50 % in the expression of all tested PI genes which are highly expressed in BxPC3 and T84 cells, respectively (Fig. 8b, c). This, together with the analyses of the SCC-25 cell line and the mouse tumor organoids (Fig. 2), confirms the repressive effect of NSAID treatment on PI, suggesting that part of the cancer-prevention mechanism of NSAIDs may be attributed to PI suppression.

## Discussion

Inflammation is emerging as one of the hallmarks of cancer [1] yet histologically detectable chronic inflammation characterizes early tumor development in only a minority of solid tumors [32]. In this respect it is surprising that NSAID treatment is remarkably effective in reducing mortality rates associated with major human solid tumors, albeit their mechanism of action in cancer is controversial and there is no common property distinguishing cancers in which NSAID treatment is beneficial. NSAIDs are non-selective Cox2 inhibitors and it is thus not surprising that they are effective in cancers where Cox2 is indeed elevated. However, NSAIDs are also effective in cancers where Cox2 is not activated, occurring through hereditary or stochastic mutations and not preceded by prolonged inflammation. This indicates that inflammation may have a covert course that plays a major unappreciated role in cancer. Accordingly, in spite of many studies addressing this question, the mechanism of NSAID action in cancer prevention remains mostly elusive. Medzhitov coined the term parainflammation for a low-grade inflammatory response, referring to an adaptive response due to tissue stress or malfunction [7]. Here we defined PI on the basis of analysis of existing databases and experimental data: an epithelial-autonomous inflammatory response observed in genetically modified mouse models. We then investigated the occurrence of PI in human cancer, asking (a) whether PI is a universal cancer phenomenon and (b) does PI have clinical/prognostic implications in human cancer. Using several large sets of human cancer samples, we detected frequent occurrence of PI in human cancers with several interesting features: PI is cancer cell-autonomous, readily detectable in human carcinoma cell lines; its repertoire is distinct from other common inflammatory signatures; and it doesn’t bear the phenotypic hallmarks nor some of the regulatory characteristics of common inflammatory reactions (e.g., NF-κB). PI is very common in certain types of cancer, including bladder, head and neck, cervical, and colorectal cancer, and conspicuously absent in other types, such as hepatocellular carcinoma, prostate and endometrial adenocarcinoma, and low grade glioma.

In the *CKIα*-deficient mouse model, PI promotes tumorigenesis only after loss of p53. We therefore investigated whether p53 loss/mutation in human tumors is associated with occurrence of PI. Indeed, the p53 status of the tumor displays a high association with PI in a variety of cancer types. A similar association of p53 mutation or loss with PI occurs across the entire spectrum of cancer types: those with low PI, like prostate, liver, thyroid, and melanoma, have few p53 mutations. Why certain cancer types have low p53 mutation frequencies with no evidence of p53 pathway suppression is an enigma. The strong association between PI and p53 mutations in cancer suggests that PI may be one of the major driving forces for inactivating the p53 pathway. This corresponds to the relationship between PI and p53 deficiency in mouse tumor models, showing a sharp PI switch from a tumor suppressor to a tumor promoter mechanism upon p53 loss [6]. Such a tumorigenesis switch mechanism may be a particularly powerful cancer driver mechanism and is thus possibly one of the main mechanisms enforcing p53 mutations in cancer, which cannot be substituted by loss of other tumor suppressor genes. While we are not aware yet of other means of switching PI from a cancer suppressor to a promoter, it is possible that certain other tumor-specific genetic aberrations may fulfill a function similar to p53 inactivation, pushing cancer progression. Indeed, PI is associated with worse prognosis, beyond the p53 status of the tumor. These retrospective analyses could indicate the value of screening individual tumors for PI manifestation as a prognostic or treatment/prevention tool. Particularly relevant in this aspect is NSAID treatment. Retrospective analysis of cancer patients who were routinely treated with aspirin, including low dose aspirin, for non-cancer indications showed a surprisingly beneficial effect in reducing cancer mortality following surgical removal of the tumor [17]. Nearly all the cancer types in which beneficial aspirin effects were noted (e.g., colorectal, pancreatic, lung, and breast) [17, 18, 33] are characterized by high PI, either throughout the entire cancer type or a significant subtype, calling for implementation of PI screening of tumor biopsy or resection samples. Supporting our hypothesis implicating PI suppression as an important anti-tumorigenic mechanism of NSAID is our study of a mouse tumor model and human cancer cell lines displaying high PI: we demonstrated effective sulindac repression of the majority of the tested PI genes upregulated in the tumor cells. Thus, whereas we are still far from understanding the origin and mechanisms of PI emergence in tumors, its recognition and monitoring may be of great value in the clinical care of cancer.

## Conclusions

In this work, we have characterized a novel PI signature present in 25.9 % of all human tumors and in the vast majority of certain types of cancer, such as gastrointestinal, lung, bladder, and head and neck tumors. PI has a distinct signature, originating endogenously from the tumor cells, and does not coincide with canonical inflammation. Our data indicate that PI is linked to p53 mutations, suggesting it might be a major driving force for p53 mutation. As PI is suppressible by NSAID treatment in vitro and is particularly prominent in cancers in which aspirin treatment is beneficial, we propose that a tumor PI signature should be tested as a potential biomarker/clinical indication for NSAID chemoprevention and treatment of cancer.

## Methods

### Data analysis

#### PI gene signature

We obtained raw RNA-seq counts from Pribluda et al. [6] for WT, *CKIα*-deficient and *CKIα-p53* doubly deficient gut epithelium, each with two replicates (Additional file 2). Using the DESeq2 package for R [34], we calculated *p* values and fold ratio changes against the WT counts. Upregulated genes were chosen as genes with fold ratio >2 and adjusted *p* value <0.01. Genes upregulated in the mouse models were then intersected with our list of inflammatory response genes. The downregulated gene signature was defined in the same manner but was more than twofold lower in the deficient mouse models compared with WT.

#### Upstream regulator analysis

The analysis was performed through the use of QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, http://www.qiagen.com/ingenuity). Figure 1c shows the top 18 non-chemical regulators; Additional file 4 presents all data.

#### Adjustment for blood admixture

Infiltration of immune cells into tumor samples may influence the analysis of gene expression profiles of the tumor cells and these should therefore be adjusted. The level of blood cells in tumor samples may be efficiently analyzed using leukocyte-specific expression profiles, e.g., by the ESTIMATE score [35]. We found tight correlation between the ESTIMATE measurement and CD45 expression levels over tumor samples across all cancer types (Additional file 3: Figure S4a). The ESTIMATE score, which is calculated using a gene signature of 141 genes, might be perturbed by our notion of PI; thus, we adjusted the expression levels of each gene according to CD45 expression alone. Using expression data of normal samples from the Genotype-Tissue Expression Project (GTEx) [25], we first fit a linear curve for each gene according to its expression level and the expression level of CD45 in each tissue type (Additional file 3: Figure S4b). The slope learned from this section represents the normal tissue-specific association between the gene expression levels and the immune infiltration levels. Using this slope we then adjust the expression levels of the gene for all TCGA samples in the corresponding cancer type (Additional file 3: Figure S4c). Finally, the expression of all samples is shifted so the minimal level for each gene is 0.

#### PI score

The PI score is the ssGSEA score of the 40 PI genes (Additional file 3: Table S1). A TCGA tumor sample was considered PI positive (PI+) if its PI score is over 0.2951. This threshold is found in less than 5 % of TCGA adjacent normal samples and corresponds to 25.9 % of the tumor samples overall. In the CCLE dataset only 9.5 % of the carcinoma cell lines were over this threshold. However, the ssGSEA method is highly sensitive to different expression platforms with different numbers of genes and is thus incomparable between these. Of the carcinoma cell lines, 25.9 % have a PI score over 0.1859. This notion is true for other datasets used in this article for calculating the PI scores: the scores should only be compared between samples from the same expression-measuring platform in the species. To allow some degree of comparison between the different datasets, for visualization the scores were shifted in each data set such that PI+ samples have positive scores.

#### Organoid culture

Organoids were produced from WT and APC^min/+^ mice as previously described [13, 36]. For adenoma and APC^min/+^ organoids, adenomas and normal adjacent tissue were separated and processed accordingly. All organoids were grown in Advanced DMEM/F12 culture medium (Gibco) supplemented with Noggin, EGF, bFGF (Peprotech, 1:1000), R-spondin1 (Peprotech, 1:500) and B27 (Gibco, 1:50). For staining, organoids were fixed in 4 % paraformaldehyde and incubated overnight with the primary antibody (IFITM2/3 - 1:200, Abcam). Secondary antibody was Alexa fluor-647 donkey anti-rabbit (Molecular Probes, 1:1000). Hoechst (1 μg/ml, Molecular Probes) was used to stain nuclei.

#### NSAID treatment of human cancer cell lines

BxPC3 cells were grown in RPMI medium. T84 cells were grown in 1:1 DMEM/F12 medium. For sulindac treatment, cells were incubated with 400 μM sulindac (Sigma) for 48 h before harvesting. Controls were treated with DMSO, the NSAID vehicle.

#### RNA extraction and qPCR analysis

RNA was extracted using the miRNeasy kit (Qiagen). cDNA was produced using qScript cDNA kit (Quanta). Primers used for qPCR analysis can be found in Additional file 3: Table S11.

## Abbreviations

CCLE, Cancer Cell Line Encyclopedia; GEO, Gene Expression Omnibus; GTEx, Genotype-Tissue Expression; H&E, hematoxylin and eosin; IFN, interferon; IL, interleukin; KIRC, kidney renal clear cell carcinoma; LPS, lipopolysaccharide; NSAID, non-steroidal anti-inflammatory drug; PAAD, pancreatic adenocarcinoma; PI, parainflammation; qPCR, quantitative PCR; ssGSEA, single-sample gene set enrichment analysis; TCGA, The Cancer Genome Atlas; WT, wild type.

## Additional files

Additional file 1: List of 840 inflammatory response genes based on three manually curated databases: inflammatory response gene lists curated by Ingenuity, InnateDB innate immunity genes, and the Immunogenetic Related Information Source (IRIS). (XLSX 74 kb) Additional file 2: Results from differential expression analyses of *CKIα*-deficient and *CKIα-p53*-deficient gut epithelium versus wild-type gut epithelium. Raw RNA-seq counts were obtained from Pribluda et al. [6]. Each set has two replicates. The analysis was performed using the DESeq2 package for R. (XLSX 4406 kb) Additional file 3: Figure S1. qPCR of PI genes in organoids. **Figure S2.** Expression of PI genes in cell lines. **Figure S3.** Correlation between the PI scores derived from up- and downregulated genes. **Figure S4.** Adjusting TCGA expression levels to immune infiltrations. **Figure S5.** Correlation of the PI score with CD45 expression. **Figure S6.** PI scores in TCGA cancer and adjacent normal samples. **Figure S7.** The PI score is correlated with the number of activated PI genes. **Figure S8.** PI-associated gene responses to aspirin treatment. **Table S1.** Parainflammation gene signature. **Table S2.** Down-regulated parainflammation genes. **Table S3.** List of samples acquired from TCGA. **Table S4.** Transcription factor binding enrichment analysis of PI genes. **Table S5.** Immune gene signatures. **Table. S6.** PI score and functional immune gene sets. **Table S7.** PI score and immune subsets estimated by hematoxylin and eosin staining. **Table S8.** PI score and immune subset estimate by gene signatures. **Table S9.** Survival and parainflammation. **Table S10.** Clinical features and parainflammation. **Table S11.** Primers used for qPCR analyses. (PDF 1608 kb) Additional file 4: Results from an Ingenuity upstream regulator analysis performed on the 40 PI genes. 

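The part of Additional file 5 read here lists 1998 genes with a posterior probability of equal expression and a ratio between the groups. Of these genes, 1994 were tested from the counts, and 1891 (94.8%) passed an FDR of 1% between adenoma and MIN in edgeR's quasi-likelihood test. The heading of the sheet names adenoma before MIN and the paper's description of the file names MIN first, and the ratio had the direction of MIN over adenoma for all 1994 genes: where the log2 fold change of adenoma over MIN from the counts was positive, the log2 of the listed ratio was negative. With the listed ratio inverted, the median difference between it and the log2 fold change from the counts was 0.0143.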

(XLSX 123 kb) Additional file 5: Results from a differential expression analysis of organoid cultures from APC-mutated normal gut epithelium (MIN) versus adenomatous polyps of APC^min/+^ mice (Adenoma). See “Methods” for organoid culture. Each set has three biological replicates. Raw reads and counts are available at the GEO under accession GSE81836. The analysis was performed using the RSEM software package. 

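The part of Additional file 6 read here lists 1998 genes, of which 1997 were tested from the counts. Among these, 1650 (82.6%) passed an FDR of 1% between sulindac-treated and untreated adenoma organoids in edgeR's quasi-likelihood test. The sheet's heading names the treated adenomas first and the paper's description the untreated ones, and the listed ratio had the opposite direction to the log2 fold change of treated over untreated in all 1997 genes. After inversion, the median difference on the log2 scale was 0.00733. It lists 10 of the PI genes.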

(XLSX 773 kb) Additional file 6: Results from a differential expression analysis of organoid cultures from adenomatous polyps of APC^min/+^ mice (Adenoma) versus adenomatous polyps of APC^min/+^ mice treated with sulindac. See “Methods” for organoid culture and sulindac treatment. Each set has three biological replicates. Raw reads and counts are available at the GEO under accession GSE81836. The analysis was performed using the RSEM software package. (XLSX 731 kb) Additional file 7: Parainflammation (PI) scores for 634 carcinoma cell lines from the CCLE project. The PI score is calculated using ssGSEA for the 40 PI genes. (XLSX 69 kb) Additional file 8: Spearman coefficients of correlations between gene expression profiles and the PI scores across the carcinoma cell lines. Many genes not in part of the PI signature are highly correlated with the PI score, suggesting their role in PI. (XLSX 422 kb) Additional file 9: Parainflammation (PI) scores for 6523 primary tumors and 582 patient-matched normal samples of 18 cancer types from TCGA. The PI score is calculated using ssGSEA for the 40 PI genes using the immune-adjusted expression profiles.

How the deposited data were processed for this re-analysis (not part of the article)

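RNA-seq was performed on 9 mouse organoid samples in 3 groups of 3: organoids from the gut of Apc-mutated mice outside the tumors (MIN), from their adenomas, and from adenomas treated with sulindac. The authors deposited one table of raw counts, that is, the number of reads counted on each of 23955 gene symbols, with no normalization. The paper names the RSEM package for its differential expression and does not name the aligner, genome build or annotation in its text, so no genome coordinates are given. Sample groups and replicate numbers came from the sample titles and column names, whose numbers also give the pairing used for the replicate block. MIN replicate 1 has 3 columns, of which the third is the sum of the other columns in all 23955 rows. Its runs differed by little more than the sampling noise (chi-square per gene 1.2, against 19.5 to 86.0 between replicates), and their sum was counted as 1 sample. Every column of the table was used. In 27 rows the symbol had been turned into a date, and these rows were kept but not named.

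The total counts per sample ranged from 30881206 to 48412477, and the 10 most abundant genes took 5.15% to 7.48% of them. At this depth the floor of 3 counts lies between 0.0641 and 0.10 CPM on the TMM-normalized scale. From the deposited counts, genes were filtered with edgeR's filterByExpr, normalized by TMM and compared with edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R 4.3.3, fitting only the groups compared. The Benjamini-Hochberg FDR threshold was 1%, as in the paper. Standard errors are the log2 fold change divided by the square root of the F statistic. The authors' EBSeq-type output from RSEM was not recomputed. The script was tested on simulated counts for 13744 genes, 200 of them changed, and recovered 167 (83.5%) with 4 false calls. In the data 5314 genes were called between adenoma and MIN, so the simulation does not show performance under so broad a change.

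The 40 PI genes were taken from Additional file 4 and matched to mouse symbols without regard to case, with OAS1 matched to Oas1a. Of the 840 inflammatory response genes, 754 matched a row. Shares were compared by two-sided Fisher's exact tests on the genes tested, the PI genes as a set by the camera test of limma 3.58.1 with an inter-gene correlation of 0.01, and the PI score was an ssGSEA score with rank weight 0.25 on log2(CPM + 0.5). The rules for the genes named were fixed before the data were examined: PI genes the paper names for the organoids, the PI genes lower in adenoma, a list of cell type and pathway markers, and for each comparison the 3 genes with the largest change in each direction that passed the threshold without overlap between the groups. Other PI genes are given as lists. Some values were chosen after they were seen. They are those of Ifitm1 and of the PI genes Anxa1, Hmox1, Ifit1, Ifit2, Il1rn, Isg15, Mx1, Oas1a, Oas3, Plat, Plaur, Ptges, Rel and Tnfrsf12a.

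Alternatives set before the data were examined were RLE size factors, library size alone, no low-count filter, at least 10 counts in every sample, a single fit of all 9 samples, the replicate block, leaving out each sample, the Wald test of DESeq2 1.42.0, an FDR of 5%, a minimum change of 2-fold, another mouse match for OAS1, other backgrounds and tests for the odds ratios, an estimated inter-gene correlation, a rank weight of 0.75 and all genes with a count for the score. The pairing of same-numbered samples for the PI score was added after the data were seen. Sequence sharing was computed as the share of each gene's 50-base stretches found in transcripts of other genes in GENCODE M21, on either strand. GC content and transcript length came from the same annotation, for 13042 of the 13744 genes and all 36 PI genes tested. Random gene sets were drawn 10000 times from the 100 genes nearest to each PI gene. The qPCR, immunofluorescence, cell line and tumor data of the paper were not analysed here. Some of the marker genes listed beforehand are not reported here.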

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

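These genes lie outside those the paper discusses and were chosen by rules on the size of their change. The tests of scaling, depth, shared sequence and cell type below were chosen after the changes were seen.

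Genes that rose in adenoma. Zap70 had 0 counts in every MIN sample and 229 to 648 in adenoma, at least 158.6-fold higher, and 6 to 15 after sulindac. Gm8267 was at least 103.9-fold higher in adenoma than in MIN, and Gm5622 at least 90.98-fold higher. Among the marker genes, the log2 fold change of adenoma over MIN was 5.58 for Vim, 8.15 for Nkd1, 8.97 for Notum and 6.69 for Ptgs1. In MIN, Vim had 107 to 196 counts per sample and Nkd1 65 to 157. Each passed an FDR of 1% in edgeR's quasi-likelihood test.

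Genes that rose after sulindac. Adh7 had 0 to 15 counts per sample in untreated adenoma and 1584 to 2219 after sulindac, a log2 fold change of 8.46. With each sample left out in turn, this fold change lay between 7.89 and 10.4. Slc5a4b was at least 43.1-fold higher than in untreated adenoma, a partial return: it had 517 to 1219 counts per sample in MIN, was at least 256.2-fold lower in adenoma, and after sulindac had a log2 fold change of -2.58 against MIN. Clec4d was at least 7.48-fold higher after sulindac, with 16 to 23 counts per treated sample and 0 in the others. Clec4d had an adjusted p of 0.00114 in edgeR's quasi-likelihood test, and between 3.43e-06 and 0.00735 under the alternatives. A filter of at least 10 counts in every sample removed 6 of these 10 genes from the test.

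For these 10 genes, scaling between libraries was tested with RLE size factors and with library size alone, and 0 of the 10 lost the 1% threshold. With every library thinned to 30881206 counts, 0 of the 10 lost it. Neither count is informative, since changes of setting this small could not have removed the calls. The sizes themselves go against scaling and depth as the source: the other scalings shifted the log2 fold changes of the 10 genes by at most 0.17 and the library totals differed by at most 1.57-fold, while the smallest change among the 10 was at least 7.48-fold. Reads shared with another gene remain a candidate explanation for 3 of the 10: Gm8267, Gm5622 and Notum share 55.1%, 41.2% and 29.5% of their 50-base stretches with transcripts of other genes on either strand, so their rise cannot be told apart from a change in those genes. Leukocyte RNA was tested for Zap70, a kinase of T cells: the Cd3e count was at most 0.873% of the Zap70 count in any adenoma sample, which goes against T cells as the source. For Vim, no other mesenchymal marker exceeded a mean of 1.19 CPM in adenoma, where Vim had 174.5 CPM, which goes against fibroblasts as the main source. Among these low markers, Pdgfra also rose in adenoma at an FDR of 1%. Col1a1 was higher in adenoma and lower after sulindac, but close to the threshold: only the fall passed 1% without the replicate block, and only the rise with it. In both comparisons, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes past the threshold. The real split gave 5314 genes for adenoma against MIN and 2257 for sulindac, with 7949 and 5793 at an unadjusted p under 0.05. The other 3 gave 0 genes, with at most 235 and 422 at an unadjusted p under 0.05. With 4 such splits the share cannot fall below 1 of 4, so it could not have excluded a chance split and is no evidence for one.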

How the results depend on the processing

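The adenoma and MIN comparison changed little. The numbers of genes higher (2549) and lower (2765) and of PI genes higher (16) stayed within 1.5 times under each alternative. The odds ratio of PI genes (3.53) passed 0.05 under each. It lay between 2.35, at an FDR of 5%, and 5.63, with every gene of the table as background. The PI score difference (0.0915) moved most, to 0.0633, with all genes with a count. The score had an SD of 0.0295 in MIN and 0.00981 in adenoma. This move was therefore within 1 SD of the MIN samples but not of the adenoma samples. All alternatives were set before the data were examined, except the pairing of same-numbered samples for the PI score, which was chosen after seeing the data and leaves its mean differences as they are (0.0915 and -0.0121). Leaving out one sample gave 1885 to 2441 higher and 2238 to 2762 lower genes, 13 to 15 PI genes higher, odds ratios of 3.04 to 3.91 and mean log2 fold changes of the PI set of 0.67 to 0.92. Library size alone moved the median log2 fold change of all genes to 0.12 and the higher genes from 48.0% to 57.7% of those called. The PI genes lower in adenoma numbered 2, but 1 with at least 10 counts in every sample, where Nox1 is removed. They numbered 3 with DESeq2, which adds Oas1a, and 4 at an FDR of 5%, which adds Rel and Oas1a. The set test of the PI genes (mean log2 fold change 0.71) no longer passed 0.05 with the inter-gene correlation estimated from the data (p = 0.107), which leaves the mean as it is.

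The sulindac comparison depended more on the processing. Against 1078 genes higher and 1179 lower, library size alone gave 603 and 1983, an FDR of 5% gave 2034 and 2374, a minimum change of 2-fold gave 365 and 703, and DESeq2 gave 1778 and 1766. Leaving out one sample gave 423 to 1403 higher and 386 to 1488 lower. PI genes higher after sulindac numbered 3, but 5 with DESeq2, at an FDR of 5% and with the replicate block, and 2 to 5 with one sample left out. PI genes lower after sulindac numbered 9, but 11 with DESeq2 and at an FDR of 5%. They numbered 8 with the replicate block, 6 with a minimum change of 2-fold and 5 to 9 with one sample left out. The PI genes higher in adenoma and lower after sulindac numbered 8, but 5 with a minimum change of 2-fold and 5 to 8 with one sample left out. Their odds ratio against all genes tested (9.96) lay between 7.78 and 15.0 with one sample left out. It was 5.50 with library size alone and 19.4 with every gene of the table as background. It passed 0.05 in every alternative. Against other genes higher in adenoma it was 3.55 (Fisher's exact test p = 0.013), and it no longer passed 0.05 with library size alone (2.40), in one fit of all 9 samples (2.89), with the replicate block (2.88) or with a minimum change of 2-fold (1.92), and ranged from 2.72 to 4.49 with one sample left out, no longer passing without MIN replicate 2 (Fisher's exact test p = 0.056) or adenoma replicate 1 (p = 0.0945). The mean log2 fold change of the PI set after sulindac (-0.42) gave -0.59 with library size alone (p = 0.0738), -0.42 with the estimated correlation (p = 0.149), and -0.53 to -0.38 with one sample left out, of which the fit without adenoma replicate 3 no longer passed 0.05 (-0.40, p = 0.0962). Apart from the stricter or looser thresholds, the cause of these changes was not tested.

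PI genes higher in sulindac-treated adenoma than MIN numbered 11, with 12 under the replicate block, 13 with DESeq2 and 17 at an FDR of 5%. They numbered 9 with no low-count filter, and 10 with RLE size factors or with at least 10 counts in every sample. With one sample left out they numbered 10 to 14. The genes lower in both CKIα models that changed in the organoids numbered 4, but 2 with at least 10 counts in every sample, 3 with the replicate block and 17 when lower expression in at least one model was enough. The PI score difference after sulindac (-0.0121) ranged from -0.0166 to -0.00687 with one sample left out.

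Among single genes, direction changed for genes that did not pass the threshold in that comparison. With library size alone, the log2 fold change became 0.025 for Plat and 0.085 for Ifit1 between adenoma and MIN, and -0.026 for Tirap and -0.15 for Itga2 after sulindac, in step with the shift of the median of all genes to 0.12 and -0.18 under that scaling. With one sample left out, the log2 fold change between adenoma and MIN ranged from -0.23 to 0.040 for Ifit1, from -0.35 to 0.43 for Plat and from -0.036 to 0.14 for Tirap. After sulindac it ranged from -0.40 to 0.11 for Rel, from -0.26 to 0.32 for Itga2 and from -0.56 to 0.033 for Muc2. The cause of these changes with one sample left out was not tested. Of 1186 values of single genes under the alternatives, 55 were weaker and 30 stronger. Same-numbered samples had a mean correlation of 0.12 to 0.15 across the 3 comparisons, so the block results stand beside those without it.

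The depth limits the genes near the floor of 3 counts, among them Oas2, Ptprc, Nox1 in adenoma and Clec4d. With 3 samples per group, the exact test of the PI score cannot give a p below 0.1.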

Differences from the paper's values

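The paper gives 33.2% for all genes lower after sulindac, and 9.10% of the genes tested were lower here. For inflammatory response genes the paper gives 38.3% and the value here was 12.2%. None of the alternatives set before the data were examined closed either gap. The nearest were an FDR of 5%, with 18.3% and 22.0%. Counting only among genes higher in adenoma, a measure chosen after seeing the values, gave 22.2% of all genes and 27.6% of inflammatory response genes. Both are within 1.5 times the paper's values. On this measure DESeq2 gave 28.5% and 37.3%, and an FDR of 5% gave 32.6% and 42.6%. The paper's wording leaves open which measure its percentages use.

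For the comparison of PI genes with other genes after sulindac, the paper's p is 0.0053, and Fisher's exact test gave 3.22e-05 here. For this comparison, none of the alternatives set before the data were examined came within 1.5 times the paper's p. Against other genes higher in adenoma, the Fisher p was 0.013. With DESeq2 calls it was 0.00468, which is within 1.5 times the paper's p.

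For PI genes higher in adenoma against other genes, the paper's p is 4.9e-5, and Fisher's exact test gave 0.000313. With the chi-square test that the paper names it was 6.25e-05, and without the low-count filter it was 6.36e-05. The other alternatives set before the data were examined did not close the gap.

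The paper counts 17 PI genes higher in adenoma and 11 of them lower after sulindac, against 16 and 8 here. By Fig. 2a, read by eye, its additional higher gene is Oas2, which was also called here with no low-count filter, where Anxa1 was lost and the count stayed 16, and when adenoma replicate 2 was left out. Its additional genes lower after sulindac appear to be Ptges, Ifit2 and Pla2g2d. DESeq2 and an FDR of 5% each called Ifit2 and Pla2g2d, giving 10, and leaving out adenoma replicate 3 also called Ifit2, while Ptges had an adjusted p of 0.0614. The paper describes the PI genes lower in adenoma as modestly changed. Here the mean of Nox1 was at least 100.3-fold lower, a bound that leans on MIN replicate 2, and the log2 fold change of Itga2 was -2.73. Fig. 2a appears to show Rel as the other gene lower in adenoma. Nox1 or Itga2 may thus not be among the genes the paper describes, so its wording may not cover both. Rel had a log2 fold change of -0.87 here and passed an FDR of 5% (adjusted p = 0.0451, edgeR's quasi-likelihood test) and not 1%.

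The paper reports no expression change in organoids for the genes lower in the CKIα models. Here all 4 such genes read from Additional file 2 passed an FDR of 1% between adenoma and MIN or after sulindac, and 3 did so with the replicate block. Among them, Nlrp6 had a log2 fold change of -6.47 between adenoma and MIN, while Jun was higher in adenoma. Of all genes tested between adenoma and MIN, 18.5% were higher and 20.1% lower. The 4 genes are too few to set against those shares or to speak for the paper's whole list.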

Other observations

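The tests of interferon targets, of the amount of leukocyte RNA and of the Wnt gene set below were chosen after the values were seen. The others were set before the result was seen.

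Whether the fall of PI genes after sulindac could come from the adenoma samples shared by both comparisons was tested by calling the rise on 2 adenoma samples and measuring the fall against the third. In the lowest of the 3 cases, 76.9% of the PI genes called (10 of 13) were lower after sulindac than in the adenoma sample left out. Of the other genes called, 64.0% to 66.4% were lower in the 3 cases. Most PI genes called thus stayed lower against a sample not used to call them. Each case rests on 1 adenoma sample and few PI genes, by direction alone, so it cannot decide how much shared samples contribute. The calls at an FDR of 1% used all samples, the shared adenoma samples included. By those calls, other genes that rose in adenoma also fell, but less often (Fisher's exact test p = 0.013). This difference did not pass 0.05 with the replicate block (Fisher's exact test p = 0.0581). No test was run on the percentages against the adenoma sample left out. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many of these PI genes in one direction. For the set test after sulindac, 2 of the 4 gave a p as small, the real one (0.0422) and a mixed one (0.00735). This set test p is therefore not a measure of the difference between the groups. As the share cannot fall below 1 of 4, neither count can decide whether these results come from a chance split.

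For the rise of PI genes in adenoma, random gene sets matched on mean expression reached 16 genes in a share of 0.00050 of 10000 draws, and sets matched also on GC content and transcript length in 0.00040. Thinning every library to the same total left the same 16 PI genes higher, although it removed too few counts to test depth as a source of most of these calls. Of the 4 leukocyte marker genes, 1, Ptprc, was above 3 counts and higher in every adenoma sample. Ptprc is the general leukocyte marker and followed the PI genes, with 0 to 1 counts in MIN, 4 to 8 in adenoma and 0 after sulindac. The number of markers does not measure the amount of leukocyte RNA. By amount, Ptprc rose by 0.144 CPM, which is 3.69% of the smallest rise among the 16 PI genes (Cd14, 3.89 CPM), which goes against leukocyte RNA as the main source, although the levels of these genes in leukocytes themselves were not measured. Of the 4 splits that part all same-numbered pairs, 1 gave as many PI genes, as small a Fisher p and as small a set test p. Among the 6 splits that part a single pair, however, 1 gave a smaller set test p (1.47e-06), so the set test p is not a measure of the difference between the groups here. With 4 such splits the share cannot fall below 1 of 4, so these counts could not have excluded a chance split and are no evidence for one, which also holds for the genes that differ between sulindac-treated adenoma and MIN (1 of 4) and the 11 PI genes higher there (1 of 4).

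Interferon targets. Several interferon genes such as Isg15, Mx1 and Oas3 did not pass the 1% threshold between adenoma and MIN. Isg15 (log2 fold change 0.67) and Oas3 (0.50) had higher means in adenoma, and Mx1 (-0.61) had a lower one. It was therefore asked whether the interferon alpha targets among the PI genes rose past the threshold less often than the rest. They did not: 7 of 16 (43.8%) against 9 of 20 (45.0%), Fisher's exact test p = 1.

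In sulindac-treated adenoma 11 PI genes were higher than in MIN, 10 of which had also been higher in untreated adenoma. The other was Hmox1, which rose after sulindac. Of the 35 PI genes tested there, 6 were lower than in MIN: Ifit1, Itga2, Nox1, Oas1a, Pla2g2a and Rel. PI genes were over-represented in neither direction (Fisher's exact test against the other genes tested, smaller p of both directions 0.231). Il33 had a log2 fold change of 6.38 over MIN and Icam1 of 3.36, while Mmp7 (-0.26) and Cd14 (-0.17) did not differ from MIN at an FDR of 1%, and Pla2g2a fell below it (-4.25).

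Wnt target and stem cell genes after sulindac. All 5 such marker genes tested were lower, with a mean log2 fold change of -0.83, and 1 of the 5 passed an FDR of 1% alone, or 3 of the 5 with the replicate number as a block. The mean of the set was lower in each treated sample than in each untreated sample (two-sided exact permutation test p = 0.1, the smallest possible here). The camera test of limma, run first, had given 0.00551 for the set and 0.00102 with the block, and is set aside because of the splits described above. Those splits were run for the PI genes only, so they do not test the camera p of the Wnt set itself. Sulindac may lower this program together with the PI genes, a hypothesis found and tested on the same data.

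Ifitm1, chosen after its values were seen, rose from 0.453 to 439.0 CPM in adenoma (log2 fold change 9.92) and fell after sulindac (log2 fold change -2.83), with the same directions as its neighbor in the family Ifitm3. Differentiation markers were low in adenoma: the log2 fold change over MIN was -6.82 for Lyz1 and -7.52 for Muc2, and Alpi was at least 1236-fold lower. The Paneth cell markers Itln1 (log2 fold change -2.76, adjusted p = 0.000485) and Defa24 (-1.86, adjusted p = 0.00687) fell further after sulindac in edgeR's quasi-likelihood test. Lyz1, of the same class, passed 1% only with the replicate block (adjusted p = 0.0117 without it, 0.00329 with it, same edgeR test). Whether a cell type change lies behind falls of PI genes was not tested. Of the genes with the largest falls, Defa-rs7, Moxd1 and Mme were at least 5443-fold, 734-fold and 514.4-fold lower in adenoma than MIN, with 0 counts in every adenoma sample. After sulindac, Hdc, Acot12 and Apoa5 were at least 19.4-fold, 15.7-fold and 7.01-fold lower than in untreated adenoma.

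Replicates 1 and 2 of MIN and of adenoma were closer to each other (chi-square per gene 20.48 and 21.7) than to replicate 3 (73.2 to 86.0). Of the sulindac-treated samples, replicates 1 and 3 were closest (19.5) and replicate 2 lay further off (34.4 and 35.0). No batch is given in the labels, and no explanation was tested.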
